A study of Mus musculus with 5 samples. Its data were reported in "Hepatic stellate cell stearoyl co-A desaturase activates leukotriene B4 receptor 2 - β-catenin cascade to promote liver tumorigenesis" (2023).

How the data were processed

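Single-cell libraries were prepared by the authors from mouse liver with 10x Genomics droplets, at a target of 10000 cells each. The labels name 5 sorted fractions, and whether the library labelled VitA-Col1a1- was sorted stays open. Per the labels, 2 versions of the 3' kit are named for the same libraries (v3.1 in one field and v2 in another), and which was used is not settled here. The authors aligned reads to the mm10 genome and counted UMIs with the Cell Ranger software. The headers of the 4 Col1a1+ libraries name version 3.1.0, as do the methods, and the header of the library labelled VitA-Col1a1- names 6.1.2. The deposited values were raw UMI counts per gene and cell barcode for 31053 genes, whole numbers with no normalization, and the lowest total of any barcode was 500 UMIs. Every deposited barcode was used as a cell. The labels put 1 library in each group, and groups were taken from the labels alone. The bulk tissue RNA data of the study were not used here.

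Genes were located by their Ensembl identifiers in the GENCODE M21 annotation of GRCm38, in which 30934 of the 31053 identifiers (99.6%) were found, among them all 59 genes named by rule. Coordinates are 1-based.

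All computation was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and igraph 0.11.9. Plots were drawn with matplotlib 3.10.9, and normalization factors came from edgeR 4.0.16 in R 4.3.3. The random seed was 7. For each library or cell class, UMIs of a gene were summed over cells and divided by the total UMIs, scaled to 1000000 UMIs, giving CPM. Levels carry exact Poisson 95% intervals, and ratios carry intervals from the conditional binomial. Shares of cells carry exact Clopper-Pearson intervals, and differences between shares were given limits combined from these by the method of variance estimates recovery. All of these cover counting error only, since every group was 1 library and cells are not replicates. For that reason no p-value or standard error was made, and genes that changed were not counted over all genes. The plan ruled out any such count, and the counts of fixed genes by direction depart from it. They were added after seeing the data, rest on counting intervals between single libraries and say nothing about replicates. A gene with 0 UMIs in a library was given a floor of 3 UMIs, and the fold against it was written as a lower bound. The exact interval of such a ratio reaches lower and is given beside it. For shares of cells, each cell was thinned at random to 2000 UMIs, and cells with fewer were left out: 172 in VitA+Col1a1+ DEN+WAD, 106 in VitA-Col1a1+ DEN+WAD, 4 and 21 in the matching chow libraries, and 1439 in the library labelled VitA-Col1a1-. A gene was called present with at least 1 UMI. Unthinned shares are printed beside the thinned ones.

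Each library was clustered by itself. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen among those found in at least 3 cells, and values were scaled with a largest value of 10. Then 30 principal components and 15 neighbours were used for Leiden clustering at a resolution of 1. Lrat, Thy1, Fbln2, Col1a1, Cyp1b1 and Scd2 were kept out of clustering and are on none of the marker lists, as they were the genes to be compared. Clusters were named from 16 marker lists covering stellate, portal fibroblast, smooth muscle, endothelial, macrophage, monocyte, dendritic, T or NK, B or plasma, neutrophil, cholangiocyte, hepatocyte, mesothelial, erythroid and platelet cells and cycling as a state. The rule that turned list hits into a name was chosen after seeing the data. A list's support was the share of its genes found in at least 25% of the cluster's cells, and a cluster took the name of the list with the largest support when at least 3 of its genes were found. It stayed unnamed when another list had more genes among the cluster's 10 leading genes, or when a list of an unrelated type had at least 3 genes found and 75% of its genes found. Leading genes were ranked by their fold over the other cells after adding 5 CPM, and needed at least 50 CPM. A cluster of low-UMI barcodes, with a median under the library's median divided by 3, stayed unnamed unless a gene of its list was among its leading genes. The wider mesenchymal-like group, which joins the stellate, portal fibroblast and smooth muscle lists and includes clusters divided between them, was also defined after seeing the data. It also takes in clusters whose leading genes include genes of an unrelated list, where fewer than 3 genes of that list were found. Some of its clusters are unnamed at the finer level, so the 2 levels overlap. Unnamed cells made up 17.7% of VitA+Col1a1+ DEN+WAD, 27.8% of VitA-Col1a1+ DEN+WAD, 45.6% of VitA+Col1a1+ chow, 17.5% of VitA-Col1a1+ chow and 23.7% of the library labelled VitA-Col1a1-. No cluster was named monocyte-like, dendritic-like, mesothelial-like or platelet-like, and cycling genes were among the leading genes of clusters of 29, 6, 115 and 63 cells. Some clusters in which the endothelial list had the largest support stayed unnamed, because at least 75% of the stellate list was found as well. Those with endothelial list genes among their leading genes held 220 cells in VitA+Col1a1+ DEN+WAD, 12 in VitA+Col1a1+ chow and 197 in the library labelled VitA-Col1a1-. Those without held 30, 19 and 6 cells in VitA-Col1a1+ DEN+WAD and 115 in the library labelled VitA-Col1a1-. The endothelial-like shares leave all such cells out. A mesenchymal-like cluster of 879 cells in VitA+Col1a1+ DEN+WAD also stayed unnamed, with Egfl7 of the endothelial list among its leading genes.

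Doublets were kept, as the methods name no removal. Scrublet, as run through scanpy, marked 1 cell (0.00954%) in VitA+Col1a1+ DEN+WAD, where it did not find a usable threshold, and 1.50%, 8.11%, 2.10% and 2.38% of cells in VitA-Col1a1+ DEN+WAD, VitA+Col1a1+ chow, VitA-Col1a1+ chow and the library labelled VitA-Col1a1-. An alternative that left out the highest scores, 0.8% of cells per 1000 cells of the library, was therefore added after seeing the data.

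The marker lists, the 28 fixed genes (those of the study's questions), the rule for naming further genes and all alternatives not said to be added later were chosen before the data were examined. The result of 1 fixed gene is not reported here. Besides the fixed genes the text names, for DEN+WAD with chow in each Col1a1+ gate and for the 2 Col1a1+ gates within DEN+WAD, the 6 genes with the largest and the 6 with the smallest ratio. Candidates had at least 50 CPM in the higher library and at least 30 UMIs over both, and were ranked by the end of the ratio's interval nearer to 1. The rule as planned covered every comparison of a pair of libraries, but genes were not ranked for those with the library labelled VitA-Col1a1-. Gm42418 and the leading genes of clusters, C7, Fmod, Mgp and Lamc3 among them, fall outside this rule and were named after their values were seen. Comparisons were DEN+WAD with chow in each Col1a1+ gate, the 2 Col1a1+ gates within DEN+WAD, the library labelled VitA-Col1a1- with both, and subsets and cell classes within a library when they held at least 20 cells.

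The ratio and ranking step was tested on simulated counts drawn from the real means and library sizes with 200 changed genes. All of them (100%) were recovered, with 0 in the wrong direction, in each of the 3 comparisons, which ran on 3018, 3296 and 3057 genes for VitA+Col1a1+, VitA-Col1a1+ and the gates within DEN+WAD. The intervals held the simulated ratio for 95.7%, 95.2% and 94.7% of genes. The simulated counts were Poisson draws, which is the model the intervals assume. Recovery and coverage therefore check the computation only and say nothing about variation between cells or libraries. Changes smaller than those simulated were not tested. The thinning step was tested on a simulated gene at 50 CPM at the depths of both VitA-Col1a1+ libraries. Unthinned, 55.4% of DEN+WAD and 63.8% of chow cells were positive, and thinned, 9.76% and 8.66%, against a computed 9.52% for both.

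The alternatives were cells with at least 500 genes and at most 20% mitochondrial UMIs, Scrublet doublets left out, the mean over cells of each cell's CPM, edgeR's TMM factors, stellate-like clusters only, no thinning or thinning to 1000 or 5000 UMIs, at least 2 UMIs to call a gene present, Leiden resolutions of 0.5 and 2, and minimum levels of 20 and 200 CPM. Added after seeing the data were the highest Scrublet scores left out, cells with UMIs of at least 3 endothelial genes left out, mesenchymal-like clusters only, stellate-like clusters only for the 4 synthesis genes other than Cyp1b1, and the expected share over every possible thinning.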

Results

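Single-cell RNA sequencing was performed on mouse liver cells, whose labels name sorting by 2 fluorescent signals. Stored vitamin A (VitA), which glows under ultraviolet light, marks hepatic stellate cells (HSC), the pericytes of the liver sinusoid that turn into collagen-producing cells when activated. The other signal was a green reporter switched on by Cre recombinase under the Col1a1 collagen promoter, so that a Col1a1+ cell by sorting is one in which this promoter had been active. The mice were males that had received either diethylnitrosamine (DEN), a liver carcinogen, followed by a liquid Western alcohol diet (WAD), or saline followed by chow. The DEN dose was 10 mg/kg at 2 weeks of age, and the diet, with 3.5% ethanol by volume, ran for 5 months from 6 weeks of age. The 5 libraries were VitA+Col1a1+ and VitA-Col1a1+ cells from DEN+WAD liver, the same pair of gates from chow liver, and a library labelled VitA-Col1a1- from DEN+WAD liver. Each group held 1 library, so no difference between groups has a replicate check, and the 95% intervals given here cover counting error only. Individual cells are not replicates, and no p-value was computed.

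Counts are unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, and levels are a gene's UMIs scaled to a total of 1000000 UMIs (CPM). The VitA+Col1a1+ DEN+WAD library held 10481 cells and 149936344 UMIs, with a median of 13232 UMIs and 3610 genes per cell. The VitA-Col1a1+ DEN+WAD library held 2729 cells and 47633435 UMIs, at a median of 16696 UMIs per cell. The chow libraries were much smaller but deeper per cell: 259 cells and 6145748 UMIs in VitA+Col1a1+ (median 24077 per cell), and 668 cells and 14996899 UMIs in VitA-Col1a1+ (median 22208.5). The library labelled VitA-Col1a1- held 9870 cells and 105670468 UMIs at a median of 9105.5, the lowest of the 5. With 3 UMIs as the most that a count of 0 allows, the limit of detection ran from 0.0200 CPM in the VitA+Col1a1+ DEN+WAD library to 0.488 in the VitA+Col1a1+ chow library. Since a deeper cell is more likely to yield any given gene, shares of cells with a gene are given first with each cell thinned to 2000 UMIs and then at full depth.

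The first comparison asked whether the sort labels matched the RNA. Each library was clustered by itself, and clusters were named from marker lists. Mesenchymal-like clusters, which joined the HSC, portal fibroblast and smooth muscle lists, held 95.6% of VitA+Col1a1+ DEN+WAD cells (95% interval 95.2 to 96.0%) and 78.4% of VitA-Col1a1+ DEN+WAD cells (76.8 to 79.9%). They held 95.4% of the VitA+Col1a1+ chow cells and 93.3% of the VitA-Col1a1+ chow cells. These shares include a cluster of 68 VitA+Col1a1+ and one of 49 VitA-Col1a1+ chow cells that had 12 and 11 stellate genes detected but Spp1, Alb, Krt8 and Krt18 among their leading genes, so RNA of epithelial cells in them was not excluded. In the library labelled VitA-Col1a1- the share was 46.1% (45.1 to 47.1%), which fell to 39.4% at a Leiden resolution of 0.5, the largest shift among the alternatives. The remaining named cells of that library were 24.9% endothelial-like, 11.1% macrophage-like, 4.32% hepatocyte-like, 1.86% T or NK-like, 0.740% cholangiocyte-like, 0.476% B or plasma-like, 0.294% neutrophil-like and 0.182% erythroid-like. Endothelial-like cells made up 15.3% of the VitA-Col1a1+ DEN+WAD library and 5.39% of its chow counterpart.

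Col1a1 (ENSMUSG00000001506) is a protein-coding gene on the plus strand of chromosome 11 from 94936224 to 94953042 in the GRCm38 build. In DEN+WAD it stood at 304 CPM (301 to 307) in the VitA+Col1a1+ library and at 958 (949 to 967) in the VitA-Col1a1+ library. In chow the levels were 99.4 (91.7 to 108) and 1834, in the same order of gates. The library labelled VitA-Col1a1- held 1062 CPM of Col1a1 (1055 to 1068), above both Col1a1+ DEN+WAD libraries. It was 3.49-fold above the VitA+Col1a1+ library (log2 1.80, 1.79 to 1.82) and 1.11-fold above the VitA-Col1a1+ library (log2 0.15, 0.13 to 0.16). Scaling by TMM factors moved the first of these ratios most, to a log2 of 1.60. Within that library Col1a1 was at 2024 CPM in mesenchymal-like cells and at 21.4 in endothelial-like cells. The label and the RNA therefore did not match, and no direction was drawn from its Col1a1- label.

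Lrat (ENSMUSG00000028003; chromosome 3, 82892579 to 82903973, minus strand, protein-coding) encodes the enzyme that esterifies retinol for storage and served as the HSC marker. Its level was 1497 CPM in VitA+Col1a1+ and 611 in VitA-Col1a1+ cells of DEN+WAD liver, a log2 ratio of -1.29 (-1.31 to -1.28). In chow it was 1931 and 380, and in the library labelled VitA-Col1a1- it was 448. The VitA+ gates thus carried the most Lrat under both treatments.

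**Figure D1:**
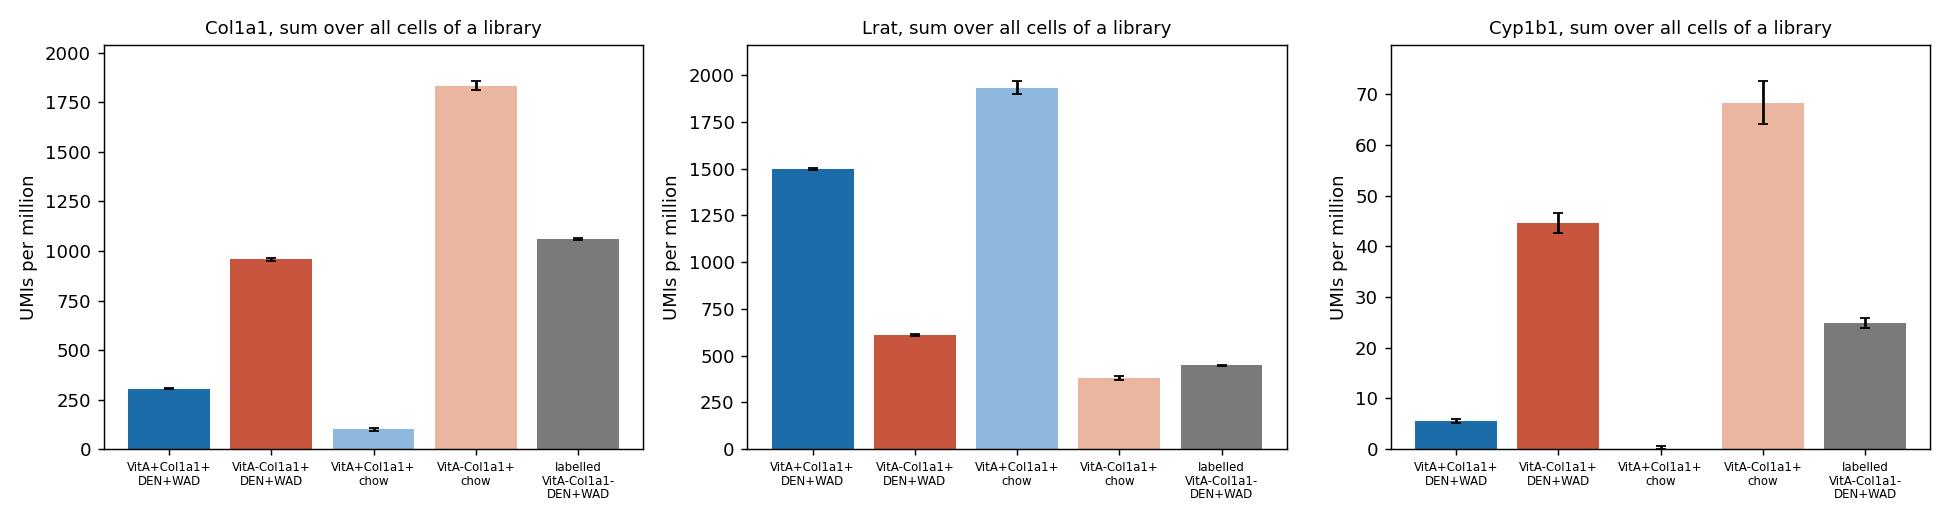
Bars give the CPM of Col1a1, Lrat and Cyp1b1 summed over all cells of each of the 5 libraries, on linear axes that start at 0, and error bars are 95% Poisson intervals that cover counting error only. Col1a1 in the library labelled VitA-Col1a1- (1062) lies above both Col1a1+ DEN+WAD libraries (304 and 958), and Cyp1b1 was counted 0 times in the VitA+Col1a1+ chow library.

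The central comparison concerned Cyp1b1, a cytochrome P450 gene that the study linked to an oxylipin of the tumour microenvironment. It asked which sorted cells held this RNA and how its level differed between DEN+WAD and chow. Cyp1b1 (ENSMUSG00000024087) is protein-coding and lies on the minus strand of chromosome 17 from 79701537 to 79715061. In the VitA+Col1a1+ gate, the DEN+WAD library held 821 Cyp1b1 UMIs, or 5.48 CPM (5.11 to 5.86), and the chow library held 0. With the chow library at its floor of 3 UMIs, the level was at least 11.2-fold higher in DEN+WAD, and the exact 95% interval of the ratio, which allows more chow UMIs than this floor, began at 9.10. That bound fell to 3.30-fold with stellate-like clusters only, the alternative that moved it most. In the VitA-Col1a1+ gate, the order of levels was the other way. The DEN+WAD library held 2122 Cyp1b1 UMIs, 44.5 CPM (42.7 to 46.5), and the chow library 1023, or 68.2 CPM (64.1 to 72.5). The ratio of DEN+WAD to chow was 0.653 (0.606 to 0.704), a log2 of -0.61 (-0.72 to -0.51). With stellate-like clusters only, this log2 ratio changed sign to 1.33, although the split of mesenchymal cells into stellate-like and portal fibroblast-like was not comparable between libraries: 50.7% of the chow cells but 0.916% of the DEN+WAD cells were named portal fibroblast-like. Within DEN+WAD, Cyp1b1 was 8.14-fold higher in the VitA-Col1a1+ than in the VitA+Col1a1+ library (log2 3.02, 2.91 to 3.14).

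As a share of cells thinned to 2000 UMIs, Cyp1b1 was present in 0.747% of VitA+Col1a1+ DEN+WAD cells (0.590 to 0.933%; 77 of 10309) and in 0 of 255 VitA+Col1a1+ chow cells, which allows a share of up to 1.18% by the floor of 3 counts and 1.44% by the exact interval. The difference of 0.747 percentage points (-0.698 to 0.933, from the exact intervals) was therefore not detectable at this depth. Without thinning, the shares were 3.99% and 0 of 259, and their difference, 3.99 points (2.53 to 4.38), excluded 0. In the VitA-Col1a1+ gate, 6.18% of DEN+WAD cells (162 of 2623) and 10.8% of chow cells (70 of 647) held Cyp1b1, a difference of -4.64 points (-7.44 to -2.15). At full depth these shares were 29.4% (803 of 2729 cells) and 45.8% (306 of 668). The direction thus depended on the measure, since the DEN+WAD library held the larger number of Cyp1b1-positive cells and the smaller share, and the number of cells in a library also depends on how many were sorted and loaded. The thinned difference turned positive, to 4.94 points, with stellate-like clusters only. No cell class of the Col1a1+ libraries served as a clear background for Cyp1b1. Macrophage-like cells of the library labelled VitA-Col1a1- (median 17538.5 UMIs per cell), in which absence of the gene was not tested, gave 0.228% thinned (0.0276 to 0.819%) and 1.64% unthinned (0.973 to 2.57%). The share over all VitA+Col1a1+ DEN+WAD cells lay within that interval when thinned and above it when unthinned, and both VitA-Col1a1+ shares lay above it either way. Endothelial-like cells gave 0.723% thinned and 3.35% unthinned in the VitA-Col1a1+ DEN+WAD library (median 13422), 0 of 35 thinned cells in its chow counterpart, and 0.886% and 2.52% in the library labelled VitA-Col1a1- (median 7891.5). These were unevenly spread, since in the last library 1 endothelial-like cluster of 144 cells held 159 Cyp1b1 UMIs, at 100.1 CPM, and the largest, of 1440 cells, was at 0.556. The shares also leave out an unnamed cluster of 19 cells in the VitA-Col1a1+ DEN+WAD library, in which 10 endothelial list genes were found. That cluster held 156 Cyp1b1 UMIs, at 254 CPM. Cyp1b1 in the VitA+Col1a1+ DEN+WAD library was also unevenly spread. A cluster of 271 cells held 49.6% of its Cyp1b1 UMIs, at 82.8 CPM against 2.85 in all other cells. That cluster stayed unnamed, since 12 stellate genes were found but Mfap4 and Dpt of the portal fibroblast list were among its leading genes. Its Col1a1 was at 2058 CPM and its Lrat at 762. The setting with stellate-like clusters only leaves this cluster out.

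**Figure D2:**
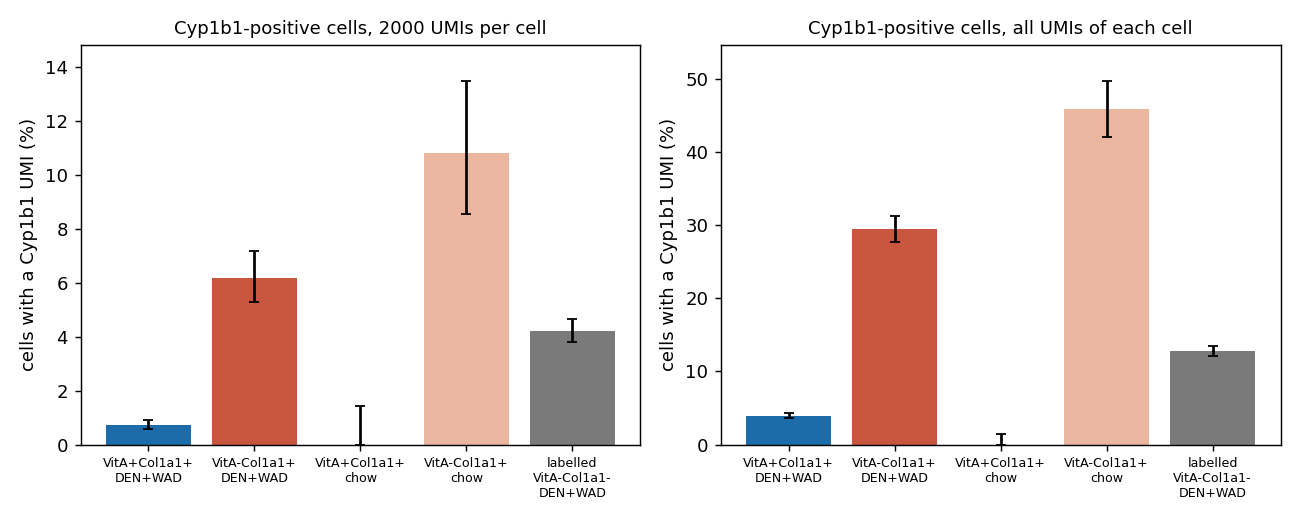
Bars give the percent of cells with at least 1 Cyp1b1 UMI in each of the 5 libraries, with every cell thinned to 2000 UMIs on the left and at full depth on the right, and error bars are 95% exact binomial intervals. Both panels place VitA-Col1a1+ chow (10.8% thinned, 45.8% at full depth) above VitA-Col1a1+ DEN+WAD (6.18% and 29.4%), and 0 cells of VitA+Col1a1+ chow were positive.

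The oxylipin 12-HHTrE is made from prostaglandin intermediates, and 4 further genes of its synthesis were compared: Ptgs1, Ptgs2, Tbxas1 and Cyp1a1. Ptgs1 (ENSMUSG00000047250; chromosome 2, 36230426 to 36252272, plus strand) fell in the VitA+Col1a1+ gate from 14.6 CPM in chow to 5.10 in DEN+WAD, a log2 ratio of -1.52 (-1.84 to -1.19). In the VitA-Col1a1+ gate it rose from 16.8 to 36.4, a log2 ratio of 1.12 (0.93 to 1.31). Restricted to mesenchymal-like cells, the VitA-Col1a1+ ratio changed sign to -0.72. Ptgs1 was at 243 CPM in endothelial-like cells of the VitA-Col1a1+ DEN+WAD library and at 3.72 in its mesenchymal-like cells. Ptgs2 (ENSMUSG00000032487; chromosome 1, 150100031 to 150108227, plus strand) followed the order of Cyp1b1. It was counted 0 times in VitA+Col1a1+ chow and stood at 5.33 CPM in VitA+Col1a1+ DEN+WAD, at least 10.9-fold higher by the same floor (exact interval from 8.86), and in VitA-Col1a1+ cells it was 42.3 in DEN+WAD against 91.2 in chow, a log2 ratio of -1.11 (-1.21 to -1.01). With stellate-like clusters only, this ratio changed sign to 4.91, which rested on 3 chow UMIs (1.48 CPM, 0.304 to 4.31). Tbxas1 (ENSMUSG00000029925; chromosome 6, 38875404 to 39084585, plus strand) reached 0.651 CPM at most in the 4 Col1a1+ libraries and 26.3 in the library labelled VitA-Col1a1-, where macrophage-like cells held 135. Cyp1a1 (ENSMUSG00000032315; chromosome 9, 57687928 to 57703824, plus strand) was nearly absent, with 28 UMIs in VitA-Col1a1+ DEN+WAD and at most 7 in any other library.

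To locate Cyp1b1 among mesenchymal subsets, cells were grouped by the presence of Lrat and of the portal fibroblast markers Thy1 (ENSMUSG00000032011; chromosome 9, 44043384 to 44048579, plus strand) and Fbln2 (ENSMUSG00000064080; chromosome 6, 91212455 to 91272540, plus strand). These subsets were called at full depth, so a cell without a UMI of a gene may still have expressed it. In the VitA+Col1a1+ DEN+WAD library, 98 cells were Lrat+ Thy1- Fbln2+ (L+T-F+; median 24402 UMIs) and 10044 were Lrat+ Thy1- Fbln2- (L+T-F-; median 13298). Cyp1b1 was at 62.2 CPM (52.6 to 73.0) in the former and 4.51 (4.17 to 4.87) in the latter. At 2000 UMIs per cell, 10.2% of L+T-F+ cells (5.00 to 18.0%) and 0.651% of L+T-F- cells were Cyp1b1-positive, a difference of 9.55 points (4.35 to 17.3). Without thinning the difference was 46.4 points, the largest move among the alternatives. In the VitA-Col1a1+ DEN+WAD library, Cyp1b1 stood at 88.4 CPM (78.0 to 99.9) in 117 L+T-F+ cells (median 23043 UMIs) and at 38.1 (35.9 to 40.4) in 1662 L+T-F- cells (median 16726.5). Here the thinned shares were 6.84% and 6.06%, and their difference of 0.777 points (-3.26 to 7.07) included 0, although the expected value over every possible thinning was 8.0 points. At full depth the shares were 64.1% and 28.3%. In the same single draw, the thinned share was 12.5% (2.66 to 32.4%) in Lrat+ Thy1+ Fbln2+, 10.3% (5.41 to 17.2%) in Lrat+ Thy1+ Fbln2-, 7.06% in Lrat- Thy1+ Fbln2- and 6.56% in Lrat- Thy1- Fbln2+ cells. By CPM, L+T-F+ cells were the highest of these, at intervals apart from those of Lrat+ Thy1+ Fbln2- (54.2, 45.8 to 63.7) and Lrat- Thy1+ Fbln2- (38.7, 29.8 to 49.6) but not from those of Lrat+ Thy1+ Fbln2+ (71.7, 53.4 to 94.3) and Lrat- Thy1- Fbln2+ (65.6, 52.6 to 81.0). The VitA-Col1a1+ chow library, with 51 L+T-F+ cells, gave a thinned difference of 16.6 points (4.77 to 31.0), and the library labelled VitA-Col1a1- gave 12.4 points (7.85 to 17.7). L+T-F+ cells with Cyp1b1 were therefore present in chow as well as in DEN+WAD liver within the VitA-Col1a1+ gate. In VitA+Col1a1+ chow, 241 L+T-F- cells held 0 Cyp1b1 UMIs, and no other subset reached 20 cells.

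The L+T-F+ cells were next compared with L+T-F- cells for 6 tumour promoter genes. In VitA+Col1a1+ DEN+WAD, all 6 were higher in L+T-F+ cells with intervals above 1. Gas6 (ENSMUSG00000031451; chromosome 8, 13465374 to 13494490, minus strand) rose from 14.6 to 314 CPM, a ratio of 21.5 (19.8 to 23.4). The other ratios ran from 2.24 for Vegfa through 3.16 for Cd44, 3.40 for Mmp2 and 3.76 for Ereg to 4.54 for Mmp23. The mean over cells moved the Gas6 log2 ratio most, from 4.43 to 4.83. In VitA-Col1a1+ DEN+WAD the ratios were smaller, at 2.17 for Gas6, 2.13 for Cd44, 1.89 for Mmp23, 1.86 for Mmp2, 1.59 for Ereg (1.36 to 1.86) and 1.15 for Vegfa, whose interval (0.986 to 1.34) included 1. With at least 2 UMIs required to call a gene present, the Ereg ratio in this library changed sign to a log2 of -0.088. Gas6 was far more abundant in this gate, at 535 CPM even in L+T-F- cells. L+T-F+ cells, at 1162, were not its highest subset, as it was at 2417 in Lrat- Thy1+ Fbln2-, 2316 in Lrat+ Thy1+ Fbln2+ and 2199.9 in Lrat- Thy1- Fbln2+ cells. In VitA+Col1a1+ DEN+WAD it was at 325 (298 to 353) in Lrat- Thy1- Fbln2- cells, beside 314 (292 to 338) in L+T-F+. In VitA-Col1a1+ chow, 4 of the 6 genes were higher in L+T-F+ cells with intervals above 1, and Ereg (0.998) and Mmp23 (1.04) were not. In the library labelled VitA-Col1a1-, Cd44 (0.984) was the exception.

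**Figure D3:**
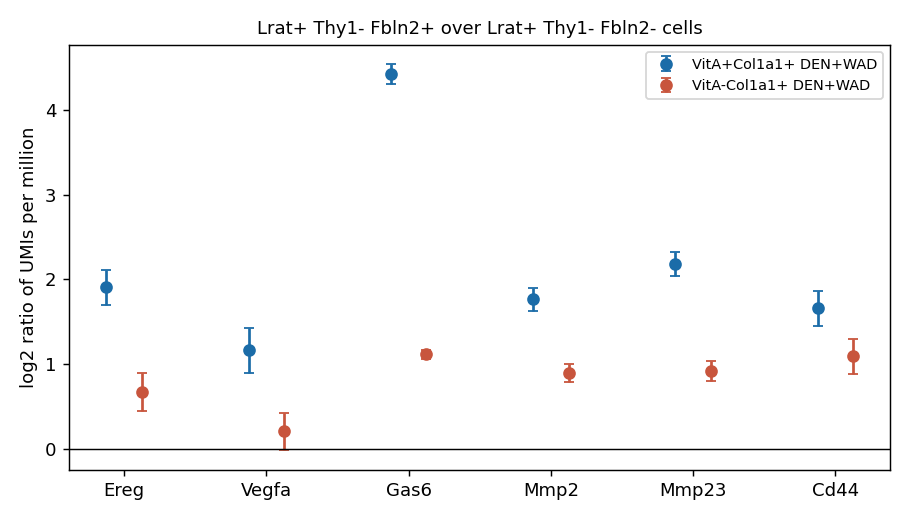
Points give the log2 ratio of CPM in L+T-F+ over L+T-F- cells for 6 genes in the 2 Col1a1+ DEN+WAD libraries, with 95% intervals from counting error and a line at 0. Every point for VitA+Col1a1+ lies above that for VitA-Col1a1+, with Gas6 highest at 4.43, and the interval of Vegfa in VitA-Col1a1+ crosses 0.

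Fbln2-positive cells were also examined for Lrat, a comparison that asked how many cells with a portal fibroblast marker also carried the HSC marker. At 2000 UMIs per cell, Lrat was present in 33.3% of Fbln2-positive cells in VitA+Col1a1+ DEN+WAD (13.3 to 59.0%; 6 of 18), in 17.9% in VitA-Col1a1+ DEN+WAD (7.54 to 33.5%; 7 of 39) and in 20.3% in the library labelled VitA-Col1a1- (14.8 to 26.8%; 38 of 187). Full depth moved these shares most, to 84.6%, 64.7% and 57.1% (99 of 117, 141 of 218 and 303 of 531 cells). Among cells without Fbln2 the thinned shares were 90.5%, 47.9% and 37.9%, so Lrat was less frequent with Fbln2 than without it in each of the 3 libraries. At full depth that order held in VitA+Col1a1+ (97.2% without Fbln2), the difference in VitA-Col1a1+ (70.8%) was within the intervals, and the order turned in the library labelled VitA-Col1a1- (49.1%). The Lrat background in endothelial-like cells was 3.13% thinned and 15.1% unthinned in VitA-Col1a1+ DEN+WAD (median 13422 UMIs), and 9.41% and 21.2% in the library labelled VitA-Col1a1- (median 7891.5). The naming rule kept endothelial clusters with most stellate list genes out of this background, so it is low in part by construction. Of the Fbln2-positive cells found at 2000 UMIs, 38.9%, 41.0% and 52.9% held UMIs of at least 3 endothelial genes when read at full depth, in the order of VitA+Col1a1+, VitA-Col1a1+ and the library labelled VitA-Col1a1-. Of those found at full depth, 11.1%, 22.5% and 38.8% did. Fbln2 itself was at 42.9 CPM in endothelial-like and 10.6 in mesenchymal-like cells of VitA-Col1a1+ DEN+WAD. In the library labelled VitA-Col1a1-, endothelial-like clusters of 207 and 144 cells held 221 and 306 CPM, against 13.7 in mesenchymal-like cells. The Fbln2-positive cells were thus not all fibroblasts, and their Lrat shares are not shares of fibroblasts alone.

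Among Cyp1b1-positive cells of the VitA-Col1a1+ DEN+WAD library, the ratio of Lrat-positive to Lrat-negative cells was 0.705 (0.508 to 0.974; 67 to 95 cells) at 2000 UMIs and 3.02 (2.57 to 3.56; 603 to 200 cells) at full depth. Over the whole library the same ratio was 0.903 thinned and 2.37 at full depth. Requiring 2 UMIs of a gene moved the ratio most, to 0.154. The ratio therefore crossed 1 with the number of UMIs read per cell.

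The specificity of Scd2, the desaturase gene that the study deleted under the Col1a1 promoter, and of Col1a1 was compared across cell classes of the library labelled VitA-Col1a1-. Scd2 (ENSMUSG00000025203; chromosome 19, 44293674 to 44306864, plus strand) was spread across classes. It was at 144 CPM in cholangiocyte-like, 131 in macrophage-like, 75.1 in hepatocyte-like, 64.7 in B or plasma-like and 60.9 in endothelial-like cells. Portal fibroblast-like cells held 53.9 and stellate-like cells 49.0. The lowest levels among classes of at least 20 cells were 25.5 in T or NK-like and 24.0 in neutrophil-like cells, the latter on 2 UMIs. The stellate-like to endothelial-like log2 ratio of Scd2 was -0.31 (-0.43 to -0.20). Col1a1 was at 1857 CPM in stellate-like and 3189 in portal fibroblast-like cells, and in other classes ran from 21.4 in endothelial-like through 64.9 in macrophage-like, 173 in B or plasma-like and 300.3 in neutrophil-like to 494 in T or NK-like cells. For Col1a1 the same log2 ratio was 6.44 (6.30 to 6.58), and the alternative that moved it most, the mean over cells, gave 6.22.

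The transcriptome of the VitA+Col1a1+ gate was then compared between DEN+WAD and chow. Of 3304 genes past the minimum level, the median log2 ratio was -0.02. Among the 6 highest, Timp1 (ENSMUSG00000001131; chromosome X, 20870166 to 20874735, plus strand) rose to 79.0 CPM from 1.46, a log2 ratio of 5.75 (4.83 to 6.88) that rested on 9 chow UMIs. S100a6 (ENSMUSG00000001025; chromosome 3, 90612882 to 90624181, plus strand) had a log2 ratio of 5.78 (4.65 to 7.22) and rested on 6 chow UMIs. Angptl4 (4.0), Cadm1 (3.55), Acta2 (3.37) and Serpina3g (3.35) followed, of which Serpina3g belongs to a family of similar copies whose reads the counting could split. The 6 lowest were Gdpd3 (log2 -6.25), Gm9780 (-5.59), Gm8797 (-5.02), AY036118 (-3.19), Gm11808 (-2.91) and Lars2 (-2.87). Raising the minimum level to 200 CPM kept 4 of these 12 genes, the largest change of the list.

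In the VitA-Col1a1+ gate, 3630 genes passed the minimum, with a median log2 ratio of -0.02. Apoa1 (ENSMUSG00000032083; chromosome 9, 46228580 to 46230466, plus strand) rose to 98.2 CPM from 0.400, a log2 ratio of 7.94 (6.82 to 9.39) that rested on 6 chow UMIs. Hp (2 chow UMIs) had a ratio of 394 (109 to 3255), Mup20 a log2 ratio of 7.12 (5.99 to 8.56) and Apoa2 one of 6.13. All 4 are plasma-protein or lipoprotein genes of hepatocytes, 96.5% of the Apoa1 UMIs of the DEN+WAD library lay in 1 cluster of 116 low-UMI barcodes, and Mup20 is 1 of a family of near-identical copies. Cxcl9 (4.44) and Fcna (3.87) completed the 6 highest. The 6 lowest were Gm8797 (-4.07), AY036118 (-3.73), Gm9780 (-3.39), Cnn1 (-3.25), Syn3 (-2.88) and Myh11 (-2.45), and with stellate-like clusters only, 0 of the 12 genes remained in the list. Gm8797 (ENSMUSG00000103034; chromosome 3, 5750806 to 5751295), AY036118 (ENSMUSG00000105361; chromosome 17, 39847113 to 39848035) and Gm9780 (ENSMUSG00000094800; chromosome 14, 26027282 to 26042711) were among the lowest in both gates. AY036118 lies within Gm42418 (chromosome 17, 39846958 to 39848788) on the opposite strand, so its counts depend on strand assignment.

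In mesenchymal-like cells AY036118 stood at 277 and 230 CPM in the VitA+ and VitA- Col1a1+ DEN+WAD libraries, at 2592 and 2766 in the chow libraries, and at 1760 in the library labelled VitA-Col1a1-, although that library came from DEN+WAD liver. Gm42418, singled out after its values were seen, gave 6295 and 5643 against 19598 and 19128 in chow, and 20159 in the library labelled VitA-Col1a1-. A difference between DEN+WAD and chow could not be told apart here from a difference between libraries, since each condition in each gate came from 1 library.

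**Figure D4:**
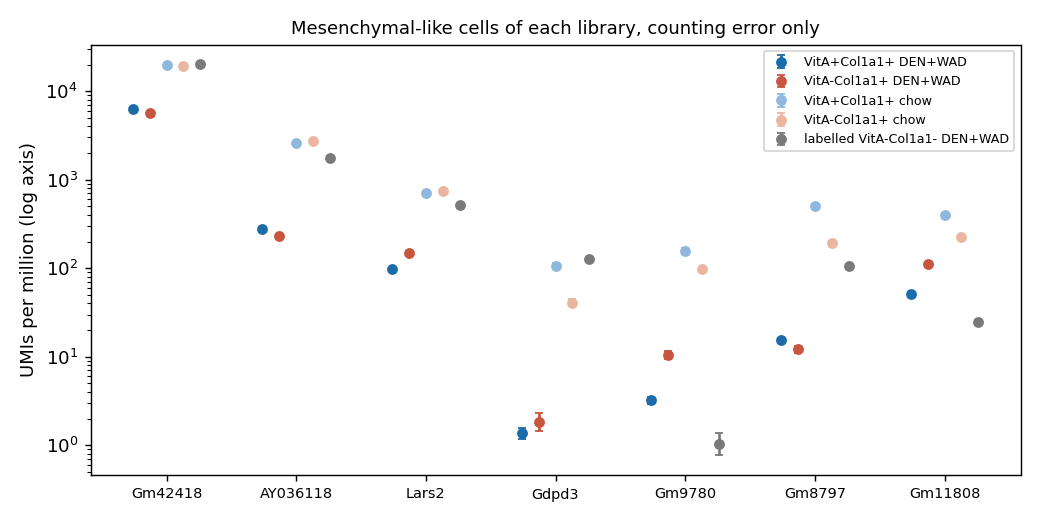
Points give the CPM of 7 genes in the mesenchymal-like cells of each library, on a log axis, with 95% Poisson intervals that are mostly smaller than the points. For Gm42418, AY036118, Lars2 and Gdpd3 the library labelled VitA-Col1a1- from DEN+WAD liver lies far from the other DEN+WAD libraries and nearer the chow libraries, while for Gm9780 (1.03) and Gm11808 (24.7) it lies below all others and for Gm8797 (105) it lies between the other DEN+WAD libraries and the chow libraries.

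The VitA-Col1a1+ and VitA+Col1a1+ gates were also compared within DEN+WAD, to show what distinguished Col1a1+ cells without the VitA signal. The 3427 genes past the minimum had a median log2 ratio of 0.04. The highest in VitA-Col1a1+ was Sfrp1 (ENSMUSG00000031548; chromosome 8, 23411502 to 23449632, plus strand), at 237 against 1.90 CPM, a log2 ratio of 6.96 (6.79 to 7.14). Cilp (6.80), Tnnt2 (6.75), Dpep1 (6.70), Fgl2 (6.5) and Fmo2 (6.23) followed. The lowest were Epor (ENSMUSG00000006235; chromosome 9, 21958897 to 21963506, minus strand; log2 -2.65, -2.77 to -2.53), Cela1 (-2.31), Ntm (-2.30), Lama1 (-2.13), Colec10 (-2.12) and Rgs4 (-2.03). Ntm was also on the HSC marker list. Of the fixed genes, Thy1 (log2 5.42), Gas6 (5.22) and Fbln2 (2.85) were higher in VitA-Col1a1+, and Lrat (-1.29) was lower.

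Over the 28 genes fixed in advance, 13 had ratios of DEN+WAD to chow on opposite sides of 1 in the 2 gates, with intervals that excluded 1 in both or, for Cyp1b1 and Ptgs2 in VitA+Col1a1+, a lower bound above 1. Col1a1 rose in VitA+Col1a1+ (log2 1.61, 1.5 to 1.73) and was lower in VitA-Col1a1+ (-0.94, -0.96 to -0.92). Acta2 (ENSMUSG00000035783; chromosome 19, 34241090 to 34255590, minus strand), the smooth muscle actin of activated HSC, gave 3.37 and -1.04. Lrat went the other way, at -0.37 and 0.69. Genes with ratios on the same side of 1 in both gates included Scd1 (0.87 and 0.79), Scd2 (-0.45 and -1.01), Yap1 (-0.34 and -0.23) and Mmp2 (-0.19 and -0.18). Mmp2 in VitA+Col1a1+ reached 0.0030 with TMM factors, and in VitA-Col1a1+ it became 1.52 with stellate-like clusters only. Timp1 rose in VitA+Col1a1+ (5.75), and in VitA-Col1a1+ its log2 ratio of -0.09 (-0.19 to 0.02) included 0. The genes of the leukotriene B4 receptors, Ltb4r1 and Ltb4r2, were too rare to compare, with at most 16 and 6 UMIs in any Col1a1+ library.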

Values the study reported

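The study reported that ~60% of the Fbln2-positive cells in its single-cell data from DEN+WAD liver also carried Lrat. Among VitA-depleted reporter-positive cells of DEN+WAD liver, it gave Cyp1b1-positive cells with Lrat as 3x as numerous as those without.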

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

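Of the tests in this part, the one for too few chow cells was chosen before its result was seen, and those on depth, Lrat level, free RNA, portal fibroblast content, mesenchymal-like cells, scaling and endothelial cells were chosen only after the results they bear on were seen.

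In 13 of the 28 fixed genes, the ratio of DEN+WAD to chow went one way in VitA+Col1a1+ cells and the other way in VitA-Col1a1+ cells. The difference between the gates was not itself tested, as each ratio compares 1 library with 1 library. Among the collagens and contractile or matrix genes, Col1a1 had a log2 ratio of 1.61 in VitA+Col1a1+ and -0.94 in VitA-Col1a1+, Col1a2 0.41 and -0.91, Col3a1 0.42 and -0.68, Acta2 3.37 and -1.04, and Lox 2.86 and -1.47. The secreted or surface genes Vegfa (0.32 and -0.45), Mmp23 (1.37 and -0.40) and Cd44 (1.80 and -0.39) followed the same order. Lrat (-0.37 and 0.69), Ptgs1 (-1.52 and 1.12) and Ctnnb1 (-0.33 and 0.20) went the opposite way. Cyp1b1 and Ptgs2 were at least 11.2-fold and 10.9-fold higher with DEN+WAD in VitA+Col1a1+ cells against a floor of 3 chow UMIs, and had log2 ratios of -0.61 and -1.11 in VitA-Col1a1+ cells.

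Scaling by total UMIs was argued against as the whole cause. A scale moves all genes of a library alike, so the log2 ratio in VitA+Col1a1+ minus that in VitA-Col1a1+ would be the same for every gene, but over the 22 fixed genes with enough UMIs the intervals of the highest (Timp1) and the lowest (Ptgs1) lay 6.92 apart. Cells outside the mesenchymal-like clusters were argued against as the cause for most of them: with mesenchymal-like cells only, 11 of the 13 stayed opposite, and Ptgs1 and Vegfa did not. What remains open is a different mix of mesenchymal cells in the libraries of the VitA-Col1a1+ gate. There the stellate marker list (12 genes) rose with DEN+WAD by a log2 of 1.26 while the portal fibroblast list (8 genes) had a log2 of -1.44 and the smooth muscle list (5 genes) -0.92, and the endothelial list (10 genes) rose by 1.52. In VitA+Col1a1+ the 4 lists gave 0.07, 1.05, 0.71 and -1.21, in the same order, and VitA-Col1a1+ over VitA+Col1a1+ within DEN+WAD gave -1.32, 3.76, 1.11 and 2.85. Collagen and Acta2 moved with the fibroblast and smooth muscle lists in both gates, so a candidate explanation is that DEN+WAD brought VitA-poor stellate cells into a gate that in chow held many portal fibroblasts. DEN+WAD acting differently on the cells of each gate was not tested and stays open, and a difference in library preparation between the DEN+WAD and chow libraries cannot be told apart from it.

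For Cyp1b1, a higher depth of the VitA-Col1a1+ chow cells was argued against as the whole cause, because at 2000 UMIs per cell the share in DEN+WAD minus that in chow was still -4.64 percentage points (-7.44 to -2.15). A different spread of cells by Lrat level was also argued against as the whole cause: with the DEN+WAD library weighted to the Lrat levels of the chow library, the ratio was 0.738 (0.683 to 0.797), short of 1, though nearer to it than the unweighted 0.653. Too few chow cells in the VitA+Col1a1+ gate were argued against as the reason for the count of 0, since 0 of 1000 random draws of 259 DEN+WAD cells lacked Cyp1b1. The median draw held 19 of its UMIs and the lowest 3, although the draws held fewer UMIs in total than the chow library. Free RNA was argued against as the whole source in VitA+Col1a1+ DEN+WAD. Cyp1b1 was 29.0-fold higher (25.2 to 33.3) in 1 cluster of 271 cells than in all other cells of the library. That cluster was picked as the highest, which the interval does not allow for. It held 49.6% of the Cyp1b1 UMIs, and free RNA stays open for the rest, at 2.85 CPM. A larger part of portal fibroblasts in the VitA-Col1a1+ chow library may account for the higher Cyp1b1 there, as the portal fibroblast list was lower in DEN+WAD by a log2 of -1.44 (-1.46 to -1.42) and Cyp1b1 in the chow library was at 93.1 CPM in portal fibroblast-like and 16.2 in stellate-like cells. The 25 cells named portal fibroblast-like in the DEN+WAD library held 1 Cyp1b1 UMI, 1.88 CPM (0.0477 to 10.5), but the naming leaves a level per portal fibroblast open. A DEN+WAD cluster of 446 cells at 81.2 CPM was named stellate-like, while a cluster of 274 cells in the library labelled VitA-Col1a1- that shared leading genes with it (Sfrp1, Dpep1, C7, Fmod, Mgp and Lamc3) was named portal fibroblast-like.

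For Ptgs1, more endothelial cells in the VitA-Col1a1+ DEN+WAD library may account for the rise. Within mesenchymal-like cells of this gate the log2 ratio was -0.72 (-1.11 to -0.32), the opposite of the library as a whole, and endothelial-like cells, at 243 CPM, made up 15.3% of the DEN+WAD cells and 5.39% of the chow cells. In stellate-like clusters only, the log2 ratio was 0.63, but it rested on 4 chow UMIs, and the levels of 3.04 CPM (2.41 to 3.78) in DEN+WAD and 1.97 (0.536 to 5.04) in chow did not differ beyond their intervals. The sort gate or DEN+WAD as the reason for the larger endothelial share was not tested.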

How the results depend on the processing

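Of the settings in this part, leaving out the highest Scrublet scores, leaving out cells with 3 or more endothelial genes, mesenchymal-like clusters only, the expected share over every thinning, and stellate-like clusters only for the synthesis genes were chosen after seeing the data. Over 157 results, 1041 alternative values were computed: 706 stayed within the counting interval of the reported value (or within 1.5 times a count), 323 moved beyond that without reversing a direction, and 12 reversed. In the results below the cause was not tested unless it is stated. No paired analysis was possible because each group held 1 library.

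The number of UMIs per cell moved every share it was tried on, which follows from how it is built, since a deeper cell yields more genes. Without thinning, the DEN+WAD minus chow difference in Cyp1b1-positive cells went from 0.747 to 3.99 points in VitA+Col1a1+ and from -4.64 to -16.4 points in VitA-Col1a1+, and with 5000 UMIs to 1.73 and -8.16 points. The L+T-F+ minus L+T-F- difference went from 9.55 to 46.4 points in VitA+Col1a1+ DEN+WAD without thinning. In VitA-Col1a1+ DEN+WAD it went from 0.777 to 35.8 points without thinning, 19.9 with 5000 UMIs and 8.0 as the expected value over every thinning at 2000 UMIs, above the single draw reported. Lrat among Fbln2-positive cells, reported as 33.3% in VitA+Col1a1+, 17.9% in VitA-Col1a1+ and 20.3% in the library labelled VitA-Col1a1-, became 84.6%, 64.7% and 57.1% without thinning and 60.8%, 33.7% and 34.0% with 5000 UMIs. With 1000 UMIs it became 7.41% in VitA-Col1a1+ and 9.6% in the library labelled VitA-Col1a1-. The ratio of Lrat-positive to Lrat-negative among Cyp1b1-positive cells went from 0.705 to 3.02 without thinning, 1.29 with 5000 UMIs and 0.372 with 1000 UMIs.

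With 2 UMIs required, the Cyp1b1 difference in VitA-Col1a1+ shrank to -0.974 points, Lrat among Fbln2-positive cells to 0% in VitA-Col1a1+ DEN+WAD and 4.48% in the library labelled VitA-Col1a1-, and the Lrat ratio to 0.154. The Ereg log2 ratio of L+T-F+ over L+T-F- cells in VitA-Col1a1+ DEN+WAD reversed from 0.67 to -0.088.

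With stellate-like clusters only, the bounds in VitA+Col1a1+ fell from 11.2-fold to 3.30-fold for Cyp1b1 and from 10.9-fold to 4.95-fold for Ptgs2. In VitA-Col1a1+ the DEN+WAD over chow log2 ratios reversed for Ptgs2 (from -1.11 to 4.91, on 3 chow UMIs), Cyp1b1 (-0.61 to 1.33), Fbln2 (-1.39 to 2.24), Gas6 (-1.01 to 2.59), Mmp2 (-0.18 to 1.52), Mmp23 (-0.40 to 0.28) and Vegfa (-0.45 to 0.18), and the Cyp1b1 share difference reversed from -4.64 to 4.94 points. Ptgs1 moved there from 1.12 to 0.63, on 4 chow UMIs. Of the 12 genes named for VitA-Col1a1+, 0 were kept, and of those named for the gates within DEN+WAD, 5. This setting compares clusters whose naming differed between libraries, and it gave no value for Fbln2 and S100a6 in VitA+Col1a1+ or for Apoa2, Hp, Mup20 and Ltb4r2 in VitA-Col1a1+. Cyp1a1 in VitA-Col1a1+ had no value with either doublet setting or with stellate-like or mesenchymal-like clusters only, nor had Lrat among Fbln2-positive cells of VitA+Col1a1+ with 2 UMIs. With mesenchymal-like clusters only, Ptgs1 in VitA-Col1a1+ reversed from 1.12 to -0.72 and Tbxas1 in VitA-Col1a1+ over VitA+Col1a1+ from 1.48 to -0.58. The Cyp1b1 bound became 10.3-fold, Ptgs2 in VitA-Col1a1+ went from -1.11 to -0.93, and 7 of the 12 genes named for VitA-Col1a1+ were kept.

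TMM factors moved the Col1a1 log2 ratio of the library labelled VitA-Col1a1- over VitA+Col1a1+ from 1.80 to 1.60, the Lrat ratio of VitA-Col1a1+ over VitA+Col1a1+ in DEN+WAD from -1.29 to -1.50, the bounds in VitA+Col1a1+ for Cyp1b1 to 12.8-fold and for Ptgs2 from 10.9-fold to 12.4-fold, and reversed Mmp2 there from -0.19 to 0.0030. The mean over cells gave 1.97 for the first Col1a1 ratio, 0.23 in place of 0.15 for the library labelled VitA-Col1a1- over VitA-Col1a1+, and -1.22 for Lrat. It gave bounds of 8.30-fold for Cyp1b1 and 9.52-fold for Ptgs2, log2 ratios in VitA-Col1a1+ of -0.76 for Cyp1b1 and -1.44 for Ptgs2, and 6.22 in place of 6.44 for Col1a1 in stellate-like over endothelial-like cells. It kept 7 of the 12 genes named for VitA-Col1a1+.

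Leaving out Scrublet doublets lowered the bounds to 10.2-fold for Cyp1b1 and 9.89-fold for Ptgs2, by its construction, as it removed chow cells and so raised the floor. Leaving out the highest scores gave 1.72 for Col1a1 over VitA+Col1a1+ and -1.28 for Lrat. Leaving out cells with 3 or more endothelial genes raised Lrat among Fbln2-positive cells of the library labelled VitA-Col1a1- to 27.3%. Cells with at least 500 genes and at most 20% mitochondrial UMIs had mesenchymal-like shares of 96.9% in VitA+Col1a1+ DEN+WAD (95.6% reported), 81.3% in VitA-Col1a1+ DEN+WAD (78.4%) and 47.2% in the library labelled VitA-Col1a1- (46.1%). In the latter the share was 39.4% at a Leiden resolution of 0.5 and 43.2% at 2, and resolution 2 gave 6.25 for the Col1a1 ratio of stellate-like over endothelial-like cells. A minimum of 200 CPM kept 4 of the 12 genes named for VitA+Col1a1+ and 3 for VitA-Col1a1+, and a minimum of 20 kept 4 for VitA-Col1a1+.

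Under every alternative run on them, Ptgs1 in VitA+Col1a1+ and Scd2 in stellate-like over endothelial-like cells stayed within their intervals, as did the mesenchymal-like shares of both chow libraries. The count of tumour promoter genes with a ratio above 1 in L+T-F+ cells, whether or not its interval included 1, was 6 in both Col1a1+ DEN+WAD libraries and fell to 4 in VitA-Col1a1+ with 2 UMIs required. Depth limits most the VitA+Col1a1+ chow library, where 259 cells leave a floor of 0.488 CPM.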

Other observations

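Of the tests in this part, those on doublets, on endothelial mixtures and on free hepatocyte RNA were chosen before their results were seen, and the others (free Col1a1 RNA, exchanged labels, unsorted cells, AY036118, Gm9780, Gm42418, the UMIs per cell of L+T-F+ cells and free Lrat RNA) only afterwards.

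Col1a1 in the library labelled VitA-Col1a1- was above both Col1a1+ DEN+WAD libraries. Free Col1a1 RNA was argued against, because mesenchymal-like cells of that library held 94.4-fold more Col1a1 (85.7 to 104) than endothelial-like cells. The contrast was smaller with T or NK-like cells, which had the highest level of the named classes outside the mesenchymal lists (494 CPM, 452 to 538, beside 2024 in mesenchymal-like cells), so some free RNA stays open. Doublets were argued against, because without the 779 cells with the highest doublet scores the level was 1063 CPM, 1.11-fold (1.1 to 1.12) above the VitA-Col1a1+ library. Labels exchanged within the series were argued against, because the lowest mesenchymal-like share of any other library was 78.4%, so no partner with few such cells was found. Cells not sorted by the Col1a1 reporter may account for the library, since 46.1% of its cells were mesenchymal-like and 43.9% belonged to other named classes of liver cell. The paper also describes single-cell data of DEN+WAD liver with endothelial, macrophage and stellate clusters, and names no sort for those data. A single wrong label, a sample from outside the series, or Col1a1-expressing cells in which the reporter had not been switched on stay open.

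Among the genes lowest in DEN+WAD relative to chow in both gates, AY036118, Gm9780 and Gm8797, all 3 were lower in each DEN+WAD library than in each chow library, but in the library labelled VitA-Col1a1- AY036118 and Gm8797 lay far above the other DEN+WAD libraries. AY036118 was at 1760 CPM in mesenchymal-like cells of the library labelled VitA-Col1a1-, nearer the chow libraries (2592 and 2766) than the other DEN+WAD libraries (277 and 230). Gm42418, picked after its values were seen, was at 20159 there, beside 19598 and 19128 in chow and 6295 and 5643 in DEN+WAD. Gm8797 was at 105 there, between the other DEN+WAD libraries (15.4 and 12.1) and chow (511 and 193). Gm9780 was at 1.03, below the other DEN+WAD libraries (3.24 and 10.5) and the chow libraries (158 and 97.0). An effect of DEN+WAD on these genes and a difference in library preparation or sequencing cannot be told apart, since the library labelled VitA-Col1a1- was also made with another software version and its label is in doubt. Reads shared with similar copies elsewhere in the genome were not tested.

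Cyp1b1 was higher in L+T-F+ than in L+T-F- cells, and L+T-F+ cells were also the deeper cells. In VitA+Col1a1+ DEN+WAD, depth was argued against as the cause, because at 2000 UMIs per cell the difference was 9.55 points (4.35 to 17.3). Endothelial cells or mixtures were argued against, because without cells holding 3 or more endothelial genes the difference was 10.02 points (4.60 to 18.1) over 94 L+T-F+ cells. In VitA-Col1a1+ DEN+WAD, depth was argued against because CPM, which do not rise with depth, were 2.32-fold higher (2.02 to 2.66), although the thinned share in the single draw did not separate the subsets, and in that draw the Thy1-positive subsets with Lrat had thinned shares at least as high. A biological state shared by cells with Fbln2 and Cyp1b1 stays open as untested.

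Hepatocyte genes led the list of genes higher with DEN+WAD in VitA-Col1a1+. Free hepatocyte RNA spread over all droplets was argued against, because 96.5% (96.0 to 97.0%) of the Apoa1 UMIs of the DEN+WAD library lay in 1 cluster of low-UMI barcodes that held 4.25% of the cells and 1.59% of the UMIs. Apoa1 was at 5955 CPM there and at 3.46 in all other cells. Damaged hepatocytes or droplets that hold debris of them are a candidate source that stays open, and an effect of DEN+WAD on sorted cells was not tested.

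The share of Fbln2-positive cells that carried Lrat in VitA-Col1a1+ DEN+WAD was above that in endothelial-like cells. The thinned share was 14.8 percentage points (4.18 to 30.5) higher. That difference cannot decide on free Lrat RNA, because the naming rule kept endothelial clusters with most stellate list genes out of the background. Such a cluster of 30 cells held Lrat at 653 CPM, against 13.8 in endothelial-like cells. Free Lrat RNA, cells that express both genes and mixtures of a stellate cell with a fibroblast all stay open.

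Lrat was present in 17.9%, 20.3% and 33.3% of Fbln2-positive cells at 2000 UMIs in VitA-Col1a1+, the library labelled VitA-Col1a1- and VitA+Col1a1+ of DEN+WAD liver. At full depth they were 64.7%, 57.1% and 84.6%. The thinned shares were lower than the one the study reported, and the full-depth shares lay near or above it. Among Cyp1b1-positive cells of VitA-Col1a1+ DEN+WAD, the ratio of Lrat-positive to Lrat-negative cells was 0.705 at 2000 UMIs. That ratio was lower than the one the study reported, and at full depth it was not.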
